# RNA-sequencing data analysis of uterus in ovariectomized rats fed with soy protein isolate, 17β-estradiol and casein

**DOI:** 10.1016/j.dib.2016.04.033

**Published:** 2016-04-21

**Authors:** Martin J. Ronis, Horacio Gomez-Acevedo, Michael L. Blackburn, Mario A. Cleves, Rohit Singhal, Thomas M. Badger

## Abstract

This data file describes the bioinformatics analysis of uterine RNA-seq data comparing genome wide effects of feeding soy protein isolate compared to casein to ovariectomized female rats age 64 days relative to treatment of casein fed rats with 5 μg/kg/d estradiol and relative to rats treated with estradiol and also fed soy protein isolate. Complete raw data files were deposited in the gene Expression Omnibus (GEO) at NCBI (http:/www.ncbi.nlm.nih.gov.geo/) under the GEO accession number GEO: GSE69819. Data presented here incudes a summary of the differential expression analysis with top 30 genes up- and down-regulated by soy protein isolate (SPI), estradiol (E2) and SPI+E2. Additional functional annotation analysis of KEGG pathways is also presented for each treatment, together with networks of interaction between those pathways. Further interpretation and discussion of this data can be found in the article “Uterine responses to feeding soy protein isolate and treatment with 17β-estradiol differ in ovariectomized female rats” Ronis et al. (2016) [1].

## Specification Table

**Table:** 

Subject area	*Biology*
More specific subject area	*Endocrine Toxicology*
Type of data	*Figure, table, cytoscape networks*
How data was acquired	*Illumina Genome Analyzer IIx*
Data format	*Analyzed*
Experimental factors	*Ovariectomy of female rats to remove endogenous estrogens. Casein vs. Soy Protein Isolate diet, 17*β *estradiol treatment, combined feeding of Soy Protein Isolate.*
Experimental features	*Ovariectomy of female rats at age 50 days. Feeding of purified casein or soy protein isolate diets for 14 days in presence or absence of estradiol treatment at 5 μg/kg/d by s.c. osmotic minipump. RNAseq analysis of uterus mRNA expression patterns.*
Data source location	*Little Rock, AR, U.S.A.*
Data accessibility	Data found in this article and at NCBI (http:/www.ncbi.nlm.nih.gov.geo/) under the GEO accession number GEO: GSE69819

## Value of the data

• First direct in vivo comparison of effects of soy protein isolate and 17β estradiol in the rat uterus at the whole transcriptome level.
• Data will be useful for comparison with other RNA-seq data sets on estrogenic responses in the uterus and other tissues.
• Data will be useful for comparison of estrogen-independent effects of soy feeding on transcriptomic profiles in other tissues.

## 1 Data

Data presented are summaries of the RNA-seq alignment efficiency, differential analysis and tables for the top 30-gene expression changes up or down in the uterus of soy protein isolate fed, estradiol-treated or soy+estradiol treated ovariectomized female rats relative to casein-fed ovariectomized female rats age 64 days after 14 day treatment beginning at age 50 days. Additional functional annotation of KEGG pathways is presented together with enrichment maps for pathways and the functional interaction network from Reactome pathway database.

## 2 Experimental design, materials and methods

### 2.1 Animal care and experimental design

Animal studies received prior approval from the Institutional Animal Care and Use Committee at UAMS. Female Sprague-Dawley rats, postnatal day (PND) 30, were obtained from Charles River Laboratories (Wilmington, MA) and were housed in an AAALAC approved animal facility under a 12 h light-dark cycle. The rats were given *ad libitum* access to semi-purified diets made according to the AIN-93G formula [5] except that corn oil replaced soybean oil and the protein source varied. Half of the animals were fed diets made using casein (CAS) as the protein source, the other half were fed the same diet made with soy protein isolate (SPI) [2], [6]. Rats were fed CAS or SPI diets from PND30 until PND65. On PND50, rats were ovariectomized (OVX) to remove endogenous estrogens. Half of each diet group were subcutaneously infused with 5 μg/kg/d 17β-estradiol (E2) in polyethyleneglycol vehicle and half were infused with vehicle alone via Alzet 2002 mini-osmotic pumps (Alza Corp., Mountain View, CA, USA). Uteri were collected and frozen at −80 °C until analysis. Treatment groups (*N*=6/group), were designed as follows: 1) Control, CAS diet (CAS); 2) CAS-E2, E2 treatment on CAS background; 3) SPI, SPI diet; 4) SPI-E2, E2 treatment on SPI background [1].

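Uterine RNA of ovariectomized Sprague-Dawley rats was compared by RNA-seq across 4 groups. CAS rats ate a diet with casein, a milk protein, and SPI rats ate soy protein isolate, which carries plant isoflavones. The CAS-E2 and SPI-E2 groups also received 5 μg/kg/d of 17β-estradiol (E2), the main ovarian estrogen. By the paper's methods, diets ran from PND30 to PND65, with ovariectomy on PND50, which was 15 days before collection. The paper's introduction to the data gives an age 1 day younger. Its specification table gives a shorter feeding period, so the length of the diets before collection is uncertain. Each group had 3 libraries, named here by group and replicate number (CAS 1, SPI-E2 3). Each library was a pool of equal amounts of RNA from 2 uteri, so that 6 uteri stand behind each group and the errors given are those between pools. Libraries of one group were combined on the flow cell and separated lane by lane, so sequencing lane and group cannot be told apart.
The authors aligned 36-bp single reads to the rn4 rat genome and estimated the FPKM of annotated transcripts with Cufflinks. From those deposited values, the FPKM of the transcripts of each gene were summed, which gave 16493 genes. The 10279 genes with an FPKM of at least 1 in at least 3 of the 12 libraries were tested with limma on log2(FPKM + 1), in 1 fit over all 12 libraries. Fold changes are on that scale, which understates the change of genes with low values. A gene was counted as higher or lower at a Benjamini-Hochberg adjusted p under 0.05 together with at least a 2-fold change on that scale. The paper uses the same adjusted p and a 2-fold change of the FPKM values themselves. The files hold FPKM and not read counts, so the Cuffdiff test of the paper, which needs the reads, was not repeated.
The depth implied by the files was 6353210 to 9862180 mapped reads in CAS (median 7436921) and 6784309 to 9136216 in CAS-E2 (median 7266041). It was 7594303 to 9672864 in SPI (median 9518294) and 6876617 to 9722616 in SPI-E2 (median 7411217). The values given here use those totals, while Table 1 of the paper gives 6360369 to 9869491 mapped reads for CAS and 6143389 for CAS-E2 2. That last count is 55.1% of the cleaned reads of CAS-E2 2, although the same row gives an alignment rate of 82.1%. The implied 9136216 reads are 82.0%, close to that rate.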

### 2.2 Poly-A RNA isolation and preparation of RNA-seq libraries

Total RNA was isolated from each uterus using RNeasy-mini columns (Qiagen, Valencia, CA), including on-column DNAse digestion. RNA quality and integrity was confirmed by A260/A280 ratio (>1.9) and visualization using Experion RNA Std-Sens chips (BioRad, Hercules, CA). Three biologically separate pools containing equal amounts of RNA from 2 individual uteri were utilized. Thus *N*=6 uteri samples were represented over three biological replicate pools. RNA-seq libraries were constructed as follows. Poly-A RNA was isolated from 5 μg of total RNA using Dynabeads® mRNADirect kit (Invitrogen, Carlsbad, CA) and procedures described previously [2]. Briefly, poly-A RNA was captured by addition of 100 μl of Oligo-(dt)25 Dynabeads in 150 μl of lysis buffer (100 mM Tris–HCl, pH 7.5, 500 mM LiCl, 10 mM EDTA, pH 8, 1% LiDS, 5 mM dithiothreitol). The mixture was incubated on a rotary shaker for 20 min at room temperature. mRNA-bead complexes were washed twice with 100 μl of wash buffer A (10 mM Tris–HCl, pH 7.5, 0.15 M LiCl, 1 mM EDTA, 0.1% LiDS), followed by two washes (100 μl each) with wash buffer B (10 mM Tris–HCl, pH 7.5, 0.15 M LiCl, 1 mM EDTA). RNA was eluted from the beads in 11 μl of nuclease free water by heating to 65 °C for 5 min. Following purification, mRNA was sheared to ~150 bp fragments using a Covaris S2 instrument (120 μl volume, 10% DC, 5 intensity, 200 cpb, 7.5 min). Fragmented poly-A RNA was precipitated using sodium acetate/ethanol and reconstituted in 14 μl of nuclease free water. RNA-seq library construction was carried out using NEB-Next reagents (New England Biolabs, Ipswich, MA). First and second strand cDNA synthesis, end-filling using Klenow fragment, and dA-tailing were carried out using manufacturer׳s recommendations. Ligation with Illumina׳s paired-end adapters for multiplexed sequencing was performed with 1 μl of T4 DNA ligase, 0.3 μM of annealed adapters, in a 50 μl reaction volume for 30 min at room temperature. Ligated products were separated using a high-resolution 2% agarose gel (Bio-Rad, Cat # 161-3107), and products around 200 bp (±50 bp) were excised and purified using Qiagen gel extraction kit (Qiagen, Valencia, CA). Size-selected cDNA libraries were amplified using indexed primers containing a 6-bp barcode. PCR was carried out for 12–14 cycles using 29 μl of template, 1 μl of forward and reverse primers (25 μM), and 1 U Phusion high-fidelity DNA polymerase (New England Biolabs, Ipswich, MA). PCR products were purified using Qiaquick PCR purification columns (Qiagen, Valencia, CA) and eluted in 30 μl final volume. A small aliquot (~1 μl) was evaluated using DNA 1000 chip (Experion automated electrophoresis, Bio-Rad, Hercules, CA) to confirm the absence of primer-dimers and other spurious products. Quantification of the RNA-seq libraries was done via quantitative real-time PCR using SYBR green chemistry (Kapa Biosystems, Woburn, MA). Diluted libraries (1:10,000) were quantitated using standards ranging from 0.0002–20 pM.

### 3.3 Sequencing, alignment and data analysis

Libraries from the same group were indexed with unique 6-bp barcodes, combined and clustered on a single-read flow cell. Clustered libraries consisting of 36-bp single read plus an index read were sequenced with a Genome Analyzer IIX using TruSeq v5 reagents (Illumina Inc., San Diego, CA). Image analysis including base calls, was performed by Real-time Analysis software (RTA v2.6, Illumina). Individual.qseq files containing reads and base-quality information per tile of the flow-cell were demultiplexed based on their respective barcodes using scripts in the CASAVA v1.7 suite (Illumina, San Diego, CA). After demultiplexing each lane into biological replicates, three (fastq) files were obtained for each experimental condition. Reads’ quality control was performed with the program FastQc v 0.10. Phred quality scores above 25 were considered acceptable for a given nucleotide. To standardize and remove possible uninformative reads, a quality filter was applied using the tool fastq_quality_filter (FASTX toolkit v 0.0.13.2) with parameter values *p*=0.95 and *q*=25 producing an average of approximately 10 million reads per fastq file (see Table 1).

Reads were aligned to the rn4 rat genome using TopHat v. 2.0.9 and Bowtie 2.1.0 and have an average alignment rate of 79.53 percent. To assemble individual transcripts from RNA-seq reads the program Cufflinks (v 2.1.1) [7] was used. 

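The uterine libraries of the 4 groups expressed a similar number of genes. Between 12110 genes (SPI-E2 3) and 12544 genes (CAS 2) had an FPKM above 0, and between 9173 (CAS-E2 3) and 9703 (SPI 1) had an FPKM of at least 1.
Cufflinks wrote a coverage and an FPKM for each transcript, and their ratio within a library gives the number of mapped reads it was scaled to. As a share of the cleaned reads in Table 1, that number was 86.0%, 69.9% and 76.8% in CAS 1 to 3, and 84.3%, 82.0% and 66.6% in CAS-E2 1 to 3. It was 85.8%, 85.5% and 84.2% in SPI 1 to 3, and 83.7%, 71.1% and 75.6% in SPI-E2 1 to 3. The mean over the 12 libraries was 79.3%.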

The statistical model for differential expression included in the program Cuffdiff (part of Cufflinks) was used to select genes with significant changes in the summed FPKM values of their transcripts with an FDR-adjusted *p*-Value less than 0.05. 

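In the uteri of rats fed casein, the genes with the largest rises under E2 included several for secreted proteins. Mmp7, the protease matrilysin, rose from 10.4 ± 4.92 FPKM (SD, n = 3 pools) in CAS to 2359 ± 1122 FPKM (SD, n = 3) in CAS-E2. Scgb1a1, the secretory protein uteroglobin, rose from 1.92 ± 0.996 to 429 ± 32.1 FPKM, and Lpo, the antimicrobial enzyme lactoperoxidase, from 0.963 ± 0.489 to 256 ± 65.8 FPKM (SD, n = 3 each). Clu, the secreted chaperone clusterin, fell from 237 ± 10.6 to 25.4 ± 9.20 FPKM, and Lamc3, a laminin chain of the basement membrane, from 15.9 ± 0.236 to 0.761 ± 0.329 FPKM (SD, n = 3 each).
Of 10279 genes tested, 821 were higher and 655 lower in CAS-E2 than in CAS. Mmp7 lies on chromosome 8 of rn4 from 4526018 to 4533730, and its log2 fold change was 7.69 (SE 0.77, adjusted p = 9.4e-05 from limma). Kap, an androgen-regulated protein of the kidney (chromosome 4, 170652195 to 170655239), rose by a log2 fold change of 7.36 (SE 0.64). Scgb1a1 (chromosome 1, 211758103 to 211761651) had a log2 fold change of 7.26 (SE 0.61), and Cuzd1, a membrane protein with zona pellucida-like domains (chromosome 1, 190887527 to 190900654), one of 7.16 (SE 0.58). Lpo (chromosome 10, 76099137 to 76118724) rose by 7.03 on the log2 scale (SE 0.42, adjusted p = 6.8e-06 from limma). S100g, a calcium-binding protein of the intestine and uterus (chromosome X, 52446817 to 52449342), rose by 6.81 (SE 0.63), and Olfm4, a secreted glycoprotein (chromosome 15, 61267802 to 61290288), by 6.00 (SE 0.36). Among genes that fell, Clu (chromosome 15, 45365779 to 45405314) had a log2 fold change of -3.23 (SE 0.41, adjusted p = 0.0003 from the same test) and Lamc3 (chromosome 3, 10989308 to 11050417) one of -3.28 (SE 0.51). C2cd4d (chromosome 2, 189315151 to 189321030) fell by 4.34 (SE 0.81) and Tnnc2, the troponin C of fast muscle (chromosome 3, 155807133 to 155808217), by 3.27 (SE 0.80). For all of these genes the 3 CAS-E2 pools lay past every CAS pool, which was a condition for ranking them by size.
The microRNA locus Mir24-1 was listed at 0 in the 3 CAS pools and at 274, 218 and 294 FPKM in CAS-E2, and Mir568 and Mir3596c passed the test as lower. The call of Mir568 ended under 12 of 25 alternative settings, among them median-ratio scaling and leaving out any of CAS 1, CAS 2, CAS 3, CAS-E2 1, CAS-E2 2, SPI 3 or SPI-E2 2. These loci are 68 to 117 bases long, and FPKM of such short transcripts are uncertain. The estrogen receptor Esr1 fell by 1.15 (SE 0.25, adjusted p = 0.0046 from limma), but was under 2-fold lower without CAS-E2 3. The progesterone receptor Pgr had a log2 fold change of 0.23 (SE 0.29, adjusted p = 0.55 from limma), and Esr2 was too low to test.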

Individual differentially expressed gene lists were generated for each of the diet groups keeping casein as control. The data was further annotated and integrated with routines from the library cummeRbund in R (v 3.1.1). Gene lists were further cleaned up imposing a two-fold change cutoff of the estimated gene-expression FPKM values (Fragments Per Kilobase of exon per Million fragments mapped) on a specific experimental group with respect to the estimated FPKM value of the casein (control) group. 

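Against CAS, uteri of rats given SPI and E2 together had 1103 genes past the cutoffs, and those given SPI alone had 2. Mmp7 was at 2690 ± 1641 FPKM (SD, n = 3 pools) in SPI-E2, Scgb1a1 at 666 ± 453 and Lpo at 282 ± 137 FPKM, all far above CAS. The stomach lipase Lipf rose from 0.397 ± 0.479 FPKM in CAS to 166 ± 118 FPKM in SPI-E2, and Oxt, the precursor of oxytocin, from 1.68 ± 1.06 to 160 ± 73.5 FPKM (SD, n = 3 each). With SPI alone, Ugt2b10, an enzyme that couples steroids and drugs to glucuronic acid, was lower at 1.19 ± 0.481 FPKM than in CAS at 6.38 ± 0.624 FPKM (SD, n = 3 each).
Against CAS, 703 genes were higher and 400 lower in SPI-E2. The largest rises were those of Mmp7 (log2 fold change 7.69, SE 0.77), Scgb1a1 (7.52, SE 0.61), Lpo (7.06, SE 0.42), Cuzd1 (6.99, SE 0.58), Kap (6.84, SE 0.64), Lipf (6.63, SE 0.90), Oxt (5.87, SE 0.41) and Olfm4 (5.84, SE 0.36). Their adjusted p from limma lay between 9.4e-06 for Lpo and 0.00074 for Lipf. Rises and falls were ranked only among called genes with 3 of 3 SPI-E2 pools past every CAS pool. Lipf lies on chromosome 1 of rn4 from 237838238 to 237856585 and Oxt on chromosome 3 from 118194219 to 118195058. The largest falls were those of C2cd4d (-3.22, SE 0.81), Gstm5 (-2.93, SE 0.27), Gstm7 (-2.79, SE 0.53), Clu (-2.63, SE 0.41), Lamc3 (-2.48, SE 0.51), Mt2A (-2.46, SE 0.67) and Mt1a (-2.41, SE 0.51), beside Mln, which was listed at 0 in SPI-E2. The glutathione transferases and metallothioneins among them are uncertain, since close copies may share reads. SPI-E2 1 stood apart in many of these genes: C2cd4d was at 41.1 FPKM in SPI-E2 1 against 2.35 and 1.33 FPKM in SPI-E2 2 and 3, and Mt2A at 287 against 25.3 and 48.7 FPKM. Without SPI-E2 1 the counts were 1035 higher and 748 lower, and without SPI-E2 3 there were 172 lower. The calls of C2cd4d and Mt2A as lower ended without SPI-E2 2 and without SPI-E2 3, and that of Mt2A also without CAS 1 and without CAS 3.
In SPI against CAS, limma counted 0 genes higher and 2 lower. Ugt2b10 (chromosome 14, 22725811 to 22745391) had a log2 fold change of -1.77 (SE 0.22, adjusted p = 0.022 from limma), with 3 of 3 SPI pools below every CAS pool. It belongs to a family of close copies, and its call ended under 13 of 25 alternative settings, among them leaving out any of CAS 1, CAS 2, CAS 3, CAS-E2 1, SPI 2, SPI 3 or SPI-E2 3. Mln (chromosome 20, 5447053 to 5451752) was at 4.15, 3.13 and 9.72 FPKM in the CAS pools and listed at 0 in the other 9 libraries (adjusted p = 0.0065 from limma), with a transcript of 206 bases. That call ended under 5 of the 24 alternative settings that kept the gene: without SPI 2, with either other pseudocount, with 2 groups only and with the covariates. At an unadjusted p under 0.05, 83 genes were higher and 1236 lower in SPI. The median log2 fold change of all genes was -0.16, which median-ratio scaling of the libraries moved to -0.01, so SPI values should be read against that shift. With array weights, which weigh libraries by estimated quality, 28 genes were higher and 31 lower. From these cutoffs the paper draws up its Soy, Estradiol and Soy+Estradiol lists in Table 2.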

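Several genes of fat and liver had higher mean values in the SPI pools than in CAS, and SPI 1 was the highest pool in each. Adipoq, the fat hormone adiponectin, was at 114 and 79.1 FPKM in SPI 1 and 2 and within the range of the CAS pools in SPI 3, against 18.0 ± 7.08 FPKM (SD, n = 3 pools) in CAS. Fabp4, a fatty acid carrier of fat cells, was at 270, 182 and 43.2 FPKM against 35.4 ± 19.4 FPKM, and Alb, the liver's serum albumin, at 1119, 8.64 and 19.8 FPKM against 90.8 ± 77.6 FPKM. None of these genes passed the test in SPI against CAS (adjusted p from limma 0.35 for Adipoq, 0.39 for Fabp4 and 0.99 for Alb).
All of them stand among the 30 genes that the paper's Supplemental data file 1 gives as most raised by SPI. That file was picked from these same libraries, so a tally over it is not independent evidence. Of the 28 of those genes found here, 28 were at least 2-fold higher by group means, 27 were highest in SPI 1 among the SPI pools, and 4 had all 3 SPI pools above every CAS pool. Without the highest SPI pool, 16 stayed 2-fold higher, and 0 of the 27 tested passed the limma test. Of 17 tested genes that the file gives as lowered by SPI, 0 passed and 14 had all 3 SPI pools below every CAS pool, as had 3165 of all 10279 genes. Only 202 genes had all 3 SPI pools above every CAS pool. Over both directions such genes were 32.8% of all, where chance gives 10%. The median log2 fold change of all genes was -0.16, and -0.01 with median-ratio scaling. The excess of lower genes therefore cannot be told apart from that shift, and genes are not independent. One of the 14 was Cldn4, a tight junction protein of epithelium. It was at 7.92 ± 1.97 FPKM in SPI and 19.3 ± 0.847 FPKM in CAS (SD, n = 3 each). Its log2 fold change was -1.21 (SE 0.23, adjusted p = 0.28 from limma).
For E2 the tallies were fuller. Of the genes the file gives for CAS-E2, 27 of 27 tested as raised and 29 of 29 as lowered passed here in that direction. For SPI-E2, 28 of 28 as raised and 22 of 28 as lowered did. Among the raised genes found here, 10 for CAS-E2 and 7 for SPI-E2 were listed at 0 in all CAS pools, so no fold is given for them. The median ratio of the FPKM in that file to those deposited was 4.01 to 5.07, by library.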

Lists of the most extreme differentially expressed genes with these conditions implemented were used for subsequent analysis and are presented in a supplementary file (Supplemental data file 1). Data files were also deposited in the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (http:/www.ncbi.nlm.nih.gov/geo/) under the GEO accession number GEO: GSE69819. Table 2.

Functional analysis from our gene lists was performed using the functional annotation tool DAVID (v. 6.7) [3], [4]. 

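In CAS-E2 uteri, more genes of antigen presentation rose than fell, and more genes of hedgehog and Wnt signaling fell than rose, although the adjusted p of each of these lists was 0.507 from camera with an estimated correlation. Of 21 measured genes of antigen presentation, 14 rose and none fell at the adjusted p under 0.05 and 2-fold cutoff of limma (14 when adjusted over the list alone). Ctss, the protease cathepsin S, which prepares class II molecules, rose by 1.97 on the log2 scale (SE 0.24, adjusted p = 0.00024 from limma), and RT1-Ba, a class II chain, by 1.78 (SE 0.22). Of 12 hedgehog genes 7 fell and none rose, among them the receptor Ptch1 (-1.97, SE 0.26), the transcription factor Gli1 (-2.96, SE 0.55), and the epithelial ligand Ihh (-1.76, SE 0.40). Of 23 Wnt genes 10 fell and 1 rose. Lgr5, a receptor of Wnt enhancers, fell by 2.82 (SE 0.38), as did the secreted Wnt inhibitors Sfrp2 (-2.97, SE 0.41) and Wif1 (-2.11, SE 0.33), while the ligand Wnt7b rose by 1.75 (SE 0.25). Adjusted over each list alone, the hedgehog and Wnt counts were the same.
Members of other lists rose as well, whose adjusted p from camera with an estimated correlation was 0.507 to 0.539. Of 41 genes of complement and coagulation 13 rose and none fell. The smallest adjusted p were those of Cd55, which protects cells from complement (3.83, SE 0.31), and C1qb, which starts its classical pathway (1.84, SE 0.20). Of 19 genes of the cholesterol synthesis list 7 rose, among them the isoprenoid enzyme Idi1 (3.04, SE 0.31). Of 20 interferon-induced genes 5 rose, such as the ubiquitin-like Isg15 (2.21, SE 0.37). Of 18 cell cycle genes 4 rose, among them the mitotic kinase Cdk1 (2.02, SE 0.40) and Rrm2, a subunit of the enzyme that makes deoxynucleotides (1.63, SE 0.19). Of 16 genes known as estrogen-regulated in the uterus 7 rose and 1, the ligand gene Wnt7a, fell. The 7 included S100g, the iron-binding protein gene Lcn2 (5.87, SE 0.62), the oxytocin receptor Oxtr (2.26, SE 0.55) and the growth factor Igf1 (1.83, SE 0.30), which was chosen after its values were seen. All these counts were the same when adjusted over the list alone.
Further lists went both ways. Of 15 sodium reabsorption genes 5 rose and 4 fell (6 and 4 adjusted over the list alone), with the kinase Sgk1 at 1.84 (SE 0.14). Of 28 genes of glutathione metabolism 5 rose and 7 fell, and of 39 genes of PPAR signaling 3 rose and 3 fell. Of 5 targets of the aryl hydrocarbon receptor 1 fell, and of 7 steroid receptors 1 fell, Esr1.
limma's camera, with a preset correlation of 0.01 between genes and adjustment over 25 lists, placed antigen presentation (adjusted p = 2.2e-07), cholesterol synthesis (3.7e-05), interferon-induced genes (9.1e-05), estrogen-regulated genes (4.1e-04), complement (0.00283) and cell cycle (0.00352) as higher. It placed hedgehog (1.4e-04) and Wnt signaling (0.00322) as lower. None of these calls held with an estimated correlation, and sodium reabsorption (0.499), glutathione (0.922), PPAR (0.227), aryl hydrocarbon receptor (0.935) and steroid receptor (0.189) lists did not pass with the preset one. Lists named after pathways that the paper reports (sodium, hedgehog, Wnt, glutathione, complement, PPAR, antigen presentation) are not independent evidence, since the paper chose those names on these samples.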

The gene id was transformed internally in DAVID, and the rat KEGG pathways for each of the comparisons are presented as a supplement (Supplemental data file 2). We further organized gene lists into a network of interactions using the Enrichment Map plugin in Cytoscape [8]. In those networks, each node represents a gene and edges represent the overlap between pathways. Each network was obtained based on the comparison of the group (soy, estradiol and soy+estradiol) against the control group (casein) with a *p*-Value of 0.05, overlap coefficient of 0.5 without adjusting for false discovery rate (Fig. 1).

Also, we used the Reactome pathway database [9], [10] to build a functional interaction network from the gene lists for each feeding group. The Reactome FI plugin (2013) [11] from cytoscape was used to determine the functional interaction networks.

## Figures and Tables

**Fig. 1:**
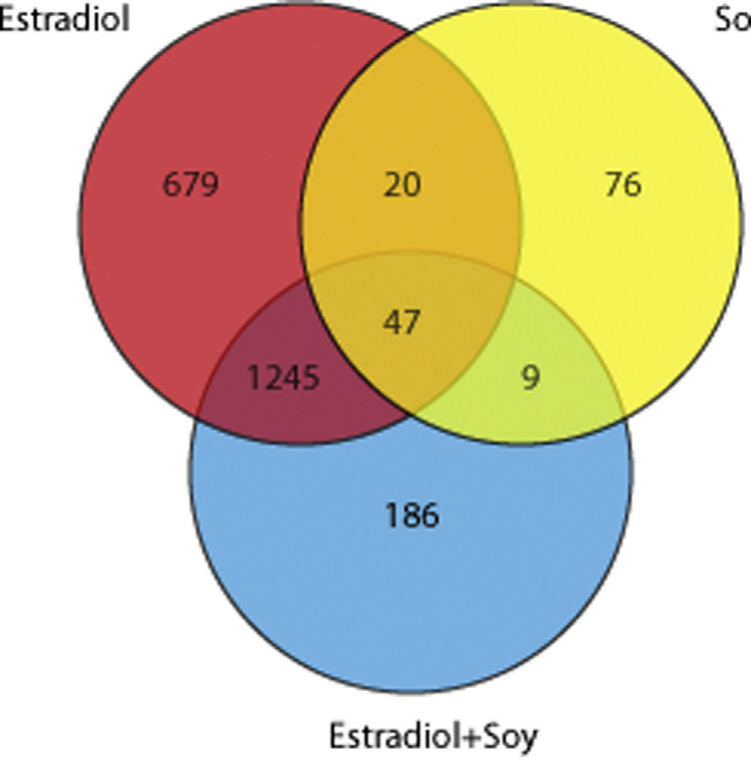
Venn diagram for the transcripts differentially expressed in each experimental group. Cytoscape Figure 1. Soy Enrichment Map. Cytoscape Figure 2. Estradiol Enrichment map. Cytoscape Figure 3. Estradiol+Soy Enrichment map. Cytoscape Figure 4. Soy Functional Annotation Network. Cytoscape Figure 5. Estradiol Functional Annotation Network. Cytoscape Figure 6. Estradiol+Soy Functional Annotation Network.

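Of the 1476 genes past the cutoffs in CAS-E2 and the 1103 in SPI-E2, both against CAS, 973 were shared in the same direction, 613 of them higher and 360 lower, and none in opposite directions. Mmp7, Lpo, Scgb1a1 and the epithelial stem cell marker Prom1 (log2 fold change 4.27, SE 0.36 in CAS-E2 and 4.09, SE 0.36 in SPI-E2) were among those higher in both. Ugt2b10 and Mln, the 2 genes lower in SPI, were lower in both E2 groups too.
As regions of a Venn diagram without regard to direction, 503 genes passed in CAS-E2 alone, 130 in SPI-E2 alone, 971 in those 2 alone, 2 in all 3 comparisons and 0 in any other region. The numbers for CAS-E2 alone and SPI-E2 alone turned to 248 and 535 without SPI-E2 1 and to 375 and 402 with array weights. They were 744 and 64 without SPI-E2 2, 816 and 41 without SPI-E2 3, and 464 and 224 without CAS-E2 3. Of the 503 genes past the cutoffs in CAS-E2 alone, 502 had the same sign in SPI-E2, and of the 130 in SPI-E2 alone, 130 had the same sign in CAS-E2. None of either set passed the limma test between CAS-E2 and SPI-E2, so a difference between the diets was not shown for them. All comparisons use the same 3 CAS libraries. Independent lists of these sizes would share 56.1 genes higher and 25.5 lower. In 100 simulations of unchanged groups against the CAS libraries, 0.01 genes were shared on average. Unchanged groups leave few calls to share, so that number cannot gauge how many of the 973 come from the shared controls. The CAS libraries are too few to be split, and part of the excess over independent lists may come from the shared controls. Across genes, which are not independent replicates, the log2 fold changes of CAS-E2 and SPI-E2 had a correlation of 0.94 (0.50 in the simulation) and a covariance of 0.61 (0.04 in the simulation). For CAS-E2 and SPI the correlation was 0.34 and the covariance 0.08, and for SPI and SPI-E2 they were 0.27 and 0.06, against the same simulated 0.50 and 0.04.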

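In SPI uteri without E2, the mean level of epithelial markers was lower in each of the 3 pools than in any CAS pool, while that of adipocyte markers was higher in SPI 1 and SPI 2 and lower in SPI 3. The adjusted p of these lists from camera was 0.562 and 0.464 with an estimated correlation. Adipocyte markers, such as the adiponectin gene Adipoq, had a mean log2 fold change of 0.99 over 17 genes, and 4 erythroid genes one of 0.87. Epithelial markers had a mean of -0.60 over 18 genes, among them Foxa2, a transcription factor of the uterine glands (-0.97, SE 0.15). No gene of any of the 25 lists passed in SPI (adjusted p = 0.11 for Foxa2 from limma). Adjusted over the list alone, 1 estrogen-regulated gene was higher and 1 epithelial marker lower.
The adipocyte level, the mean log2(FPKM + 1) of the list, was 5.37, 4.79 and 3.11 in SPI 1, 2 and 3 and 3.87, 3.15 and 3.28 in the CAS pools (exact permutation test, two-sided p = 0.4). The epithelial level was 3.47, 3.27 and 3.41 in SPI against 4.03, 3.92 and 4.00 in CAS (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The hedgehog, Wnt, steroid receptor and smooth muscle levels also lay below those of all CAS pools in each SPI pool, and the erythroid and lymphocyte levels above. With median-ratio scaling, the median log2 fold change moved from -0.20 to -0.0012 for smooth muscle and from -0.24 to -0.13 for steroid receptors. It moved from -0.30 to -0.18 for hedgehog, from -0.36 to -0.18 for Wnt and from -0.53 to -0.34 for epithelial markers. Camera with the preset correlation placed the adipocyte (adjusted p = 3.1e-14), complement (8.4e-07), cholesterol (2.0e-05), interferon (3.8e-05), erythroid (1.0e-04), macrophage (1.3e-04), PPAR (0.00701), antigen presentation (0.00766), lymphocyte (0.0209) and hepatocyte (0.0352) lists as higher and the epithelial list (2.2e-04) as lower. With an estimated correlation the adjusted p of every list was 0.464 or more, so none of these calls held, and the other 14 lists did not pass with the preset one (0.151 to 0.886). Without SPI 1, those of complement (adjusted p = 0.210 from camera), cholesterol (0.0547), antigen presentation (0.0547) and PPAR (0.636) ended also with the preset one. Without CAS 3 that of lymphocyte markers ended (0.0563), and without CAS 1 that of hepatocyte markers (0.547). Median-ratio scaling ended those of PPAR (0.116), lymphocyte (0.116) and hepatocyte markers (0.956), and a pseudocount of 0.1 that of hepatocyte markers (0.126). Of the adipocyte list, 7 of 17 genes are also in another list and 5 are among the genes that the paper picked as raised by SPI, as are 6 of 39 PPAR genes. The test compares a list with all other genes, whose median was shifted down, so lists such as antigen presentation (mean 0.03) passed with little change of their own. For PPAR (median -0.11, mean 0.19) and hepatocyte markers (median -0.10, mean -0.11), the median and the test differed in sign. Hepatocyte markers were at 5.75 in SPI 1 and at 1.31 and 1.95 in SPI 2 and 3. Without SPI 1 camera placed that list as lower in SPI (adjusted p = 0.00103), as it did without SPI 1 and SPI-E2 1 together (0.00441). No other alternative passed as lower. The range over all alternatives, 4.3e-06 to 0.956, thus includes calls as higher.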

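In CAS-E2 uteri, members of the epithelial and macrophage marker lists rose and members of the endothelial list fell, although the adjusted p of these lists from camera with an estimated correlation was 0.572, 0.507 and 0.507. Of 18 epithelial markers 10 rose and 1 fell, with the keratins Krt8 (log2 fold change 2.82, SE 0.41), Krt19 (3.25, SE 0.43) and the epithelial transcription factor Elf3 (3.89, SE 0.44) among those that rose. The keratins were chosen after their values were seen. The marker that fell was Foxa2 (-1.76, SE 0.15). Of 9 macrophage markers 6 rose, such as Fcer1g and Aif1, an immune receptor chain and a calcium-binding protein of macrophages (1.97, SE 0.23 and 1.85, SE 0.25). Of 9 endothelial markers 5 fell, among them the junction protein Cdh5 (-1.45, SE 0.32) and the guidance receptor Robo4 (-1.34, SE 0.22). Counts were the same when adjusted over each list alone.
Macrophage levels were 4.61, 4.25 and 3.91 in CAS-E2 against 3.12, 2.88 and 2.73 in CAS, beside the rise of the antigen presentation and complement genes. Epithelial levels were 4.96, 5.11 and 5.56, all above CAS. Camera with the preset correlation placed macrophage (adjusted p = 6.1e-05) and epithelial markers (7.2e-04) as higher and endothelial markers (4.4e-04) as lower. None held with an estimated correlation. The other marker lists did not pass: of 13 stromal fibroblast genes 1 rose and 3 fell, such as Thy1 (-1.63, SE 0.35), of 14 smooth muscle genes 3 fell, of 6 skeletal muscle genes 2 fell, and of 17 adipocyte genes 1 rose and 2 fell (1 rose and none fell adjusted over the list alone). Of 6 lymphocyte genes 1 rose, and none of 18 hepatocyte, 4 ovary and oviduct, 4 erythroid and 1 eosinophil genes passed.

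**Figure D1:**
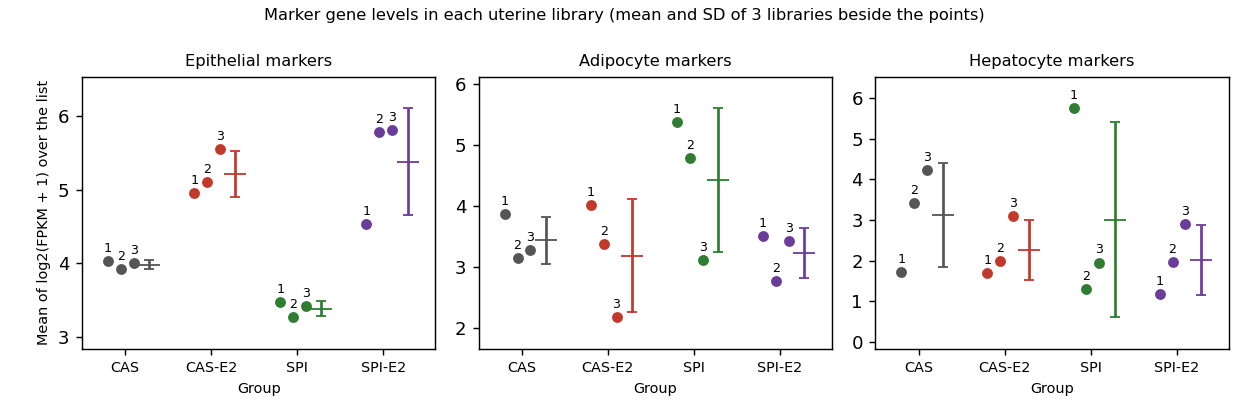
Levels of epithelial, adipocyte and hepatocyte markers by group, as the mean of log2(FPKM + 1) over the genes of each list on the vertical axis. Each point is 1 library with its replicate number, and the bar is the mean ± SD of 3 libraries. Epithelial levels of both E2 groups lie above those of CAS and SPI, and SPI 1 has the highest adipocyte (5.37) and hepatocyte (5.75) level of all libraries.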

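In SPI-E2 against CAS, a contrast of diet and E2 together, members of the cholesterol synthesis, antigen presentation and epithelial lists rose and members of the hedgehog list fell, although with an estimated correlation the adjusted p from camera was 0.511 or more for every list. Of 19 cholesterol genes 10 rose and none fell, with Idi1 at a log2 fold change of 2.94 (SE 0.31). Of 18 epithelial markers 9 rose and 1 fell, with Krt8 at 2.90 (SE 0.41) and Krt19 at 3.30 (SE 0.43). Of 21 genes of antigen presentation 9 rose and none fell, such as B2m, the light chain of class I molecules (1.72, SE 0.32). Of 12 hedgehog genes 7 fell and none rose, among them Ptch1 (-1.58, SE 0.26), of 23 Wnt genes 6 fell and 1, Wnt7b, rose (2.29, SE 0.25), and of 13 stromal fibroblast genes 5 fell, among them Pdgfra, a growth factor receptor (-1.34, SE 0.33).
Among other lists, 7 of 16 estrogen-regulated genes, 5 of 20 interferon-induced genes, 4 of 18 cell cycle genes, 9 of 41 complement genes and 1 of 9 macrophage genes rose, and 3 of 9 endothelial genes fell. Each of these counts was the same when adjusted over the list alone. Nqo1, a target of the aryl hydrocarbon receptor that reduces quinones, rose by 1.83 (SE 0.23, adjusted p = 0.00039 from limma). Camera with the preset correlation passed 7 lists as higher and 4 as lower, from an adjusted p of 3.5e-07 for cholesterol synthesis to 0.0111 for macrophage markers, which did not pass without SPI-E2 1 (0.0870). Complement (0.0942) and the other 13 lists did not pass. No call held with an estimated correlation. Epithelial levels were 4.54 in SPI-E2 1 and 5.79 and 5.82 in SPI-E2 2 and 3. Hedgehog levels were 1.96 in SPI-E2 1 and 1.13 and 0.98 in the others. Stromal fibroblast levels were 5.49 in SPI-E2 1, within the CAS range of 5.48 to 5.77, and 4.68 and 4.23 in the others. Complement levels were 2.67 in SPI-E2 1, within the CAS range of 2.38 to 2.83, and 3.28 and 3.25 in the others. Macrophage levels did not set SPI-E2 1 apart, at 3.57 against 3.81 and 3.36.
Between the E2 groups, limma counted 1 gene higher in SPI-E2 than in CAS-E2 and 0 lower (366 and 235 at an unadjusted p under 0.05). It was Fchsd1, chosen here after its values were seen, at 3.15, 4.00 and 3.72 FPKM in SPI-E2 and 1.02, 1.02 and 1.38 FPKM in CAS-E2, a log2 fold change of 1.11 (adjusted p = 0.0395 from limma). The count was 4 without SPI-E2 1, 1 without CAS-E2 3 and 0 without any other library, and it was 0 with the replicate number as a block. For 0 genes did the effect of E2 differ by diet (interaction in limma, 1362 higher and 168 lower at an unadjusted p under 0.05), and without SPI-E2 1 the number was 91. The median of all genes in that contrast was 0.21 on the log2 scale, which median-ratio scaling moved to 0.01, so the unadjusted numbers should be read against that shift.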

**Table 1:** Number of reads and mapped reads used for RNA-seq analysis.

Group	Total raw sequences	% Over rep seqs	Phred score (75-perc)	Total cleaned sequences	Total mapped sequences	Overall alignment rate
Caseine 1	12,256,837	0.56	>28	8,648,151	7,444,050	85.70%
Caseine 2	19,588,434	13.19	>32	14,107,321	9,869,491	70.00%
Caseine 3	11,455,598	7.12	>27	8,275,654	6,360,369	76.90%
Caseine+E2−1	12,455,222	0.18	>26	8,620,821	7,273,203	84.40%
Caseine+E2−2	16,073,070	1.38	>28	11,142,669	6,143,389	82.10%
Caseine+E2−3	14,639,165	13.04	>26	10,188,379	6,791,626	66.70%
Soy 1	12,061,880	0.58	>28	8,856,030	7,601,686	85.80%
Soy 2	14,999,942	1.19	>29	11,133,337	9,525,705	85.60%
Soy 3	15,660,248	2.29	>26	11,490,340	9,680,311	84.20%
Soy+E2−1	11,911,178	0.36	>28	8,855,932	7,615,013	85.90%
Soy+E2−2	18,110,799	12.19	>32	13,675,724	9,744,761	71.30%
Soy+E2−3	12,330,268	7.309	>26	9,096,880	6,899,314	75.80%

**Table 2:** Differentially expressed genes by group and direction of regulation.

Group	Upregulated	Downregulated	Total
Soy	133	19	152
Estradiol	1098	893	1991
Soy+Estradiol	908	579	1487

How the deposited data were processed for this re-analysis (not part of the article)

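Uterine RNA of ovariectomized rats was sequenced in 12 libraries, 3 in each of the groups CAS, CAS-E2, SPI and SPI-E2, each a pool of RNA from 2 uteri. The authors filtered 36-bp single reads for quality and aligned them to the rn4 genome with TopHat2 2.0.9 and Bowtie2 2.1.0. They estimated transcript abundance with Cufflinks 2.1.1, and the submitters' processing notes also name CASAVA 1.7. The deposited values are FPKM, scaled by the authors to the mapped reads of each library, with a coverage for each transcript. No read counts were used here, and Cuffdiff was not repeated.
The FPKM of the transcripts of each gene symbol were summed, and 113 of the 16493 symbols lie on more than 1 chromosome name. For the test, 1 was added to each FPKM and the log2 was taken. Genes with an FPKM of at least 1 in at least 3 libraries were kept. One linear model over the 4 groups was fitted with limma 3.58.1 in R 4.3.3, with a variance trend and Benjamini-Hochberg adjustment over the 10279 genes kept. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Coverage and FPKM gave the mapped reads behind each library.
CAS-E2, SPI and SPI-E2 were each compared with CAS, SPI-E2 with CAS-E2, and the E2 effect between diets as an interaction. The 25 gene lists were written by hand before the data were examined, since KEGG membership was not used here, and list symbols without a row are not analysed here. They were tested with camera at a preset correlation of 0.01 and again with an estimated one. List levels were compared by exact two-sided permutation, for which 3 libraries against 3 allow no p below 0.1. The genes named follow a rule set before the data were examined: in each comparison with CAS, the 8 largest rises and the 8 largest falls past both cutoffs with all 3 treated libraries past all CAS libraries, for each list the 2 called members with the smallest and the 2 with the largest adjusted p, the receptors Esr1, Esr2 and Pgr, and genes of Supplemental data file 1. The values in Supplemental data file 1 had been seen when the rule and the lists were written, and other genes are named as chosen after their values were seen. Some genes that the rule selects are not reported here.
The test was checked on simulated data, with 100 genes changed 2-fold and 100 genes changed 4-fold among 10279. The shares called are given over all changed genes. They may not hold for genes of low FPKM or for groups with an outlying pool. Of genes changed 4-fold it called 97% in CAS-E2, 98% in SPI and 95% in SPI-E2 against CAS, and of genes changed 2-fold 32%, 27% and 31%. Of the latter, 67%, 70% and 69% had an adjusted p under 0.05 from limma, the rest of which missed the fold cutoff at that size. Replicate numbers come from the labels, and no source says what they share. The deviations of same-numbered libraries from their group means had correlations of 0.12 to 0.34 between CAS-E2 and SPI-E2, all 3 over 0.1, so the numbers pair these libraries by the data alone. In the other pairs of groups they were -0.26 to 0.15, at most 1 of 3 over 0.1, and do not pair them. The alternatives tried were other pseudocounts, filters, scalings, fits and cutoffs, a replicate block and leaving out libraries.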

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

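Of the tests given here, those of a mixed pool, a weaker response, fewer reads, a swapped label, the SPI diet for the hepatocyte markers and over-represented sequences, and those of the list levels between diets, were chosen after the result was seen.
SPI-E2 1 lay between the untreated and the other E2-treated libraries, at 1.31 on a first principal component that held 61.6% of the variance, where untreated libraries lay at -33.5 to -42.7 and the other E2 libraries at 34.7 to 52.3. A swapped label with an untreated library is argued against by the 87.7% of genes higher in CAS-E2 that lay above all untreated libraries in SPI-E2 1, although of genes lower in CAS-E2 45.3% lay below them all, and fewer reads by the depth of SPI-E2 3, the shallowest of the group at 6876617 mapped reads (6.88 × 1e+06), below that of SPI-E2 1. A weaker response by the same share of the log2 change in each gene is argued against by a difference of 0.284 between the shares of rising and falling genes. On the linear scale those shares differed by 0.0581 (0.279 and 0.221). A pool that mixes RNA of a responding and a non-responding uterus may thus account for the pattern, although an equal mix would give 0.5. In Table 1, over-represented sequences were few in SPI-E2 1, and also in CAS-E2 1 and CAS-E2 2, at 34.7 and 42.5 on that component. Whether such sequences play a part was not tested.
Hepatocyte markers were highest in SPI 1. The other SPI libraries were at 1.31 and 1.95, against 3.11 ± 1.28 (SD, n = 3) in CAS, which is within or near the spread of CAS. The SPI-E2 libraries, also fed soy, were at 1.17, 1.97 and 2.91. A rise shared by the soy-fed pools was therefore not seen, and the SPI diet stays open only as an effect in SPI 1 alone. Liver RNA in that pool stays open too: 94.4% of the 18 markers were highest in SPI 1, with Alb at 1119 FPKM, but this restates the pattern. Of these markers 5 had an FPKM of at least 1 in all libraries, 5 are in another list and 5 in Supplemental data file 1.
Epithelial markers were lower in SPI than in CAS. Over-represented sequences, which among the untreated libraries were fewest in CAS 1 and SPI, stay open, since the level of 4.03 in CAS 1 is that of 1 library. A lower share of epithelial cells and lower expression per cell cannot be told apart, since the keratins tested, with a mean log2 fold change of -0.58, belong to the list. The scaling of FPKM cannot be told apart as part of it, since median-ratio scaling left a difference of -0.42 of the -0.60. The SPI diet remains open as well.
The level of macrophage markers had a difference of -0.91 between its E2 responses (SPI minus CAS), and that of Wnt signaling one of 0.53. Neither passed the adjustment, both with a permutation p of 0.02 and an adjusted p of 0.25 over 25 lists. The median of all genes in this contrast was 0.21, and median-ratio scaling moved the median of the Wnt genes from 0.38 to 0.22. In camera, the Wnt list had an adjusted p of 0.0430 with the preset correlation and 0.524 with an estimated one. Its preset call ended under 8 of 16 alternatives. The macrophage list had 3.3e-09 and 0.216 in camera, and its preset call held under all 16. Of 25 lists, 12 passed in this contrast with the preset correlation and 0 with an estimated one.
One gene outside those the paper discusses, Fchsd1, was higher in SPI-E2 than in CAS-E2, a comparison the paper does not report (count 1). The count was 0 with the replicate number as a block, and without any library other than CAS-E2 3 or SPI-E2 1.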

How the results depend on the processing

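Leaving out transcripts under 300 bases was chosen after seeing the data, as were the list tests for SPI-E2 against CAS-E2 and for the interaction. Of 132 named genes, 108 passed in CAS-E2, 2 in SPI and 93 in SPI-E2 against CAS, and 67, 0 and 45 of these passed under all alternatives. Where a value below moved, the cause was not tested. For calls of CAS-E2 against CAS, 821 higher and 655 lower, a pseudocount of 5 gave 406 and 167, a mean FPKM of at least 5 gave 543 and 311, no fold cutoff gave 1756 and 2262, and a pseudocount of 0.1 gave 1145 lower. For SPI-E2 against CAS, 703 higher and 400 lower, a pseudocount of 5 gave 363 and 83, no fold cutoff 1482 and 1534, and for lower genes a pseudocount of 0.1 gave 726, a mean FPKM of at least 5 gave 195, array weights 659 and leaving out SPI 1 and SPI-E2 1 together 749. For the 973 calls shared by CAS-E2 and SPI-E2 a pseudocount of 5 gave 389, a mean FPKM of at least 5 gave 609 and no fold cutoff 2664.
The 2 genes lower in SPI, both also shared with CAS-E2 and with SPI-E2, became 0 with either pseudocount, a mean FPKM of at least 5, 2 groups only or hepatocyte and adipocyte covariates, and 1 with no filter, median-ratio scaling or without transcripts under 300 bases. Array weights gave 28 higher and 31 lower in SPI, with 29 shared with CAS-E2 and 22 with SPI-E2, and leaving out SPI 1 and SPI-E2 1 together gave 7 lower, with 5 and 5 shared. For SPI-E2 against CAS-E2, 1 higher and 0 lower, a pseudocount of 5, no filter, a mean FPKM of at least 5, median-ratio scaling and the covariates gave 0 higher, array weights 3 and 1, and leaving out SPI 1 and SPI-E2 1 together 4 and 1. The interaction, at 0 genes, had 170 with array weights and 59 without SPI 1 and SPI-E2 1.
With 1 library left out at a time, genes higher in SPI ranged from 0 to 2 (2 without SPI 3) and lower from 0 (without SPI 2) to 7 (without SPI-E2 1), those shared with CAS-E2 and with SPI-E2 from 0 to 6 each, and genes lower in SPI-E2 than in CAS from 172 (without SPI-E2 3) to 748 (without SPI-E2 1). SPI-E2 against CAS-E2 ranged from 0 to 4 higher and 0 to 1 lower, and the interaction from 0 to 91 (91 without SPI-E2 1). Gene lists past the test in SPI ranged from 7 (without SPI 1) to 12, and were 7 without SPI 1 and SPI-E2 1. With an estimated correlation 0 lists passed in each comparison with CAS. The hepatocyte list turned to lower in SPI without SPI 1 (adjusted p = 0.00103 from camera) and without SPI 1 and SPI-E2 1 together (0.00441). With any other single library left out it did not turn. The adjusted p was then 4.3e-06 without SPI 2, as higher, to 0.547 without CAS 1. The glutathione level of CAS-E2 against CAS turned to a difference of 0.0327 with the median of members.
With the replicate number as a block, CAS-E2 had 822 higher and 661 lower genes, SPI-E2 705 and 414, and SPI-E2 against CAS-E2 0 higher. By their correlations the numbers pair CAS-E2 with SPI-E2 and no other groups, and 7 of 12 libraries were closest to their own number. Besides Fchsd1 between the E2 groups, the block changed the call of no list between them.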

Differences from the paper's values

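Of the settings here, all but the check on the log2 FPKM scale were set before the data were examined. For SPI against CAS the paper's Table 2 gives 133 genes higher, 19 lower and 152 in all, where limma gave 0, 2 and 2 at the same adjusted p and a 2-fold change on the log2(FPKM + 1) scale, while the paper's 2-fold change is of FPKM values. With no fold cutoff limma gave 0 higher and 2 lower as well. None of the 25 alternatives set before the data were examined closes all of these gaps. They gave 0 to 28 higher, short of 133. They gave 0 to 31 lower, where array weights gave 31, past the paper's 19, and the others 7 or fewer. The Venn diagram of the paper shows about 20 genes shared by CAS-E2 and SPI alone in Fig. 1, read by eye, where the value here was 0. It shows about 76 in SPI alone in Fig. 1, read by eye, against 0, about 47 in all 3 comparisons in Fig. 1, read by eye, against 2, and about 9 shared by SPI and SPI-E2 alone in Fig. 1, read by eye, against 0. Over the same 25 alternatives these regions held 0 to 8, 0 to 27, 0 to 24 and 0 genes, so none reaches the paper's values.
Some settings called genes that the paper's Supplemental data file 1 gives for SPI. Array weights called Pla2g2a, Fabp4, Grifin, Fcn1, Adipoq, Ifit1, Oxtr, Cdo1 and Cidec as higher (9 of 27 tested) and Cldn4, Fxyd7, Fbxo31, Htr1b and Grik2 as lower (5 of 17). Without SPI 3, Pla2g2a and Me1 were called higher, and Cldn4 and Fxyd7 were called lower without SPI-E2 1 and without SPI 1 and SPI-E2 1.
Of the genes of Supplemental data file 1 with a log2 ratio of group means in both sources, 129 lay within the replicate SD of the paper's value with the same sign, and 9 did not. That SD is the root of the summed variances of log2(FPKM + 1) in both groups, a scale that narrows the spread of low genes (0.06 for Wnk2, against 0.28 on log2 FPKM). On the log2 FPKM scale of the ratios, a check chosen after the values were seen, only Rpl30, Rps2 and Actn2 lay outside the SD, of the genes above 0 in all pools compared. A wide SD also hides gaps, such as 0.61 for Rup2 in SPI-E2. Of those the paper gives as lower in SPI, 16 of 17 had the same sign here, and all found here of its other 5 lists did. The exception was Rpl30, a ribosomal protein gene, where the paper's value is -1.527 and here it was 0.38 (0.60 with median-ratio scaling). For Rps2, another, the paper's value in SPI is -1.633 against -0.25 (-0.05 with median-ratio scaling), and for Actn2 in CAS-E2 it is -3.177 against -2.43 (-2.33 with median-ratio scaling). None of the alternatives run for these genes closes the gaps: median-ratio scaling, the most abundant transcript and leaving out each library.
With median-ratio scaling, set before the data were examined, the other 6 lay within the first SD. In SPI the paper's value for Trim16 is -1.067 against -1.36 here (-1.14 with that scaling), for Lgi4 -1.078 against -1.26 (-1.07) and for Fam84a -1.268 against -1.47 (-1.26). In CAS-E2 the paper's value for Cacna1d is -3.675 against -3.78 (-3.68), for Rims1 -4.046 against -4.17 (-4.05) and for Wnk2 -4.582 against -4.67 (-4.57). They lay within it too without CAS 1 for Trim16 and Fam84a, without CAS 2 for all but Trim16, without SPI 1 for Trim16, Lgi4 and Fam84a, without SPI 2 for Trim16 and Fam84a, without CAS-E2 1 for Cacna1d and Wnk2, and without CAS-E2 2 for Cacna1d. They lay outside it with the most abundant transcript and without any other library.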

Other observations

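The list tests between the E2 groups and of the interaction were chosen after the data were seen. Between the E2 groups, macrophage markers had a lower level in SPI-E2, at 3.57, 3.81 and 3.36, than in CAS-E2, a mean log2 fold change of -0.68 over 9 genes. No member passed limma (2 were lower when adjusted over the list alone), and camera with the preset correlation gave an adjusted p of 1.4e-09 (0.194 with an estimated correlation). Complement (-0.21), antigen presentation (-0.26), interferon-induced (-0.16) and stromal fibroblast genes (-0.27) were placed as lower, and Wnt signaling (0.24) and targets of the aryl hydrocarbon receptor (0.51) as higher. No member of these lists passed limma over all genes, and adjusted over the list alone 1 antigen presentation gene was lower and 1 receptor target higher. None of these calls held with an estimated correlation (adjusted p from 0.298 to 0.727). Without SPI-E2 1 the calls of complement (adjusted p = 0.0800 from camera), antigen presentation (0.477), interferon-induced genes (0.731), Wnt signaling (0.731) and aryl hydrocarbon receptor targets (0.192) ended. Without CAS-E2 3 those of antigen presentation (0.215), interferon-induced genes (0.568) and Wnt signaling (0.102) ended. That of the receptor targets also ended without CAS-E2 1 (0.0537), CAS-E2 2 (0.114) and SPI-E2 3 (0.109), and that of stromal fibroblast genes without CAS-E2 1 (0.374), SPI-E2 2 (0.242) and SPI-E2 3 (0.464).
Other groupings of the same libraries were counted for each result. For CAS-E2 against CAS 1 of 10 splits called as many genes (1476 in the real split, at most 1 in another), for SPI 1 of 10 (2 and 1) and for SPI-E2 1 of 10 (1103 and 0). For lists past the test they were 6 of 10 in CAS-E2 (11 and 13), 1 of 10 in SPI (11 and 10) and 3 of 10 in SPI-E2 (11 and 13). In each of these the splits are too few for a share under 0.05. For SPI-E2 against CAS-E2, 3 of 10 splits called at least as many (1 in the real split), which are also too few. The split of CAS-E2 1, CAS-E2 2 and SPI-E2 1 from the rest called 76 genes and another 39, which points to a structure among the E2 libraries. In Table 1 of the paper the alignment rates of CAS-E2 1, CAS-E2 2 and SPI-E2 1 are 84.4%, 82.1% and 85.9%. Those of CAS-E2 3, SPI-E2 2 and SPI-E2 3 are 66.7%, 71.3% and 75.8%, with more over-represented sequences. The split with 39 calls does not follow that division, and its part in the calls was not tested. The 3 other splits that part all 3 same-numbered pairs, as the real one does, called 0, as did 4 of the 6 that keep a pair together. For the interaction the real count was 0, which all 100 of 100 drawn splits reach whatever they call (up to 162), so these splits decide nothing.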
